A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

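Genomic DNA from tail tissue of 9 C57BL/6J/Nrs mice of 1 family was compared with DNA of 1 male reference mouse by array comparative genomic hybridization. The family was not irradiated and consisted of the sire, the dam and their 7 F1 offspring. Each mouse was hybridized on 2 arrays with the dyes swapped, so that 18 arrays were used. On 1 array of a pair the mouse carried Cy3 and on the other Cy5, per the labels. The 2 arrays of a mouse were counted as 1 replicate. Each mouse is named by its group and the number in its label, as in F1 replicate 2. The labels do not give the sex of the F1 mice.

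The arrays were custom Agilent arrays for a second screening, with probes placed near positions that had been positive in a first screening. Per the file headers, the scanner software was Agilent Feature Extraction 10.7.1.1. The deposited scanner files give the log10 ratio of Cy5 over Cy3 for each spot, which the software had computed from background-subtracted, detrended and linearly dye-normalized signals. The deposited files also give the intensity of each spot in each channel before and after this correction, and flags for outlier spots, for saturation and for spots that were not well above background. The authors also deposited a value table on the log2 scale. Its values were equal to the scanner software's ratios, with the sign turned so that every column was reference over mouse.

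Probe positions in the files are on the mouse genome build mm9. The genome annotation at hand was on GRCm38, and coordinates were not converted between builds. The files do not pair probes with genes, so positions are given without gene names. For the same reason the planned comparison over the probes of Gabpb1 was not run. Positions of this re-analysis are on mm9, counted from 1. They cannot be set directly beside positions that the study gives on GRCm38.

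Each array held 170099 spots that were not controls, for 166039 probes. Of these probes, 165988 were autosomal, 48 were X-linked and 3 were Y-linked. Spots flagged as non-uniform or as population outliers in either channel were left out, which removed between 108 and 395 spots per array. The log10 ratio was converted to the log2 scale and turned to mouse over reference. Spots of the same probe were averaged, and each array was centred on its median over autosomal probes. No loess or quantile normalization was applied. No spot was saturated. Between 985 and 3898 spots per array were not well above background in at least 1 channel. The number of arrays limits the precision of every value.

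A probe was positive in a mouse when both arrays exceeded 0.5 in log2 ratio with the same sign, following the rule of the study's second screening. A region was a run of at least 2 positive probes of the same sign whose neighbours lay at most 3 probe positions and at most 5 kb apart. A candidate de novo region was a region of an F1 mouse in which no probe was positive with the same sign in the sire or the dam. Because the positive probe of the first screening is not used here, any 2 probes could make a region. Planned as a background, probes were counted that passed the threshold with the same sign of Cy5 over Cy3 on both arrays, which a difference in copy number cannot give. These are called wrong-way probes. The log2 ratios of the 2 arrays of a mouse had correlations from -0.42 to 0.08, below 0 in all mice but the dam, so over all probes dye bias outweighed the difference between mouse and reference in these. The wrong-way count is therefore given as a measure of dye bias and not as an error rate. The number of candidate regions was compared with the numbers from 100 random pairings of arrays of different F1 mice.

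Means per mouse were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over autosomal probes, threshold 0.05). The F1 mice were compared with the parents, and the 9 mice with the reference. These fits used the 165022 autosomal probes with a value on all 18 arrays. The reference was 1 animal, so its own spread does not enter, and the 9 mice are relatives. The arrays lay on 5 slides that were scanned on 3 days. The sire and dam shared slide 1, F1 replicates 1 and 2 shared slide 2, F1 replicates 3 and 4 shared slide 3, F1 replicates 5 and 6 shared slide 4, and F1 replicate 7 was on slide 5. Slides 1 and 2 were scanned on day 1, slide 3 on day 2, and slides 4 and 5 on day 3. Slide was tried as a random block, and scan day as a fixed block. Intervals for shares are 95% Wilson intervals and cover counting error only. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

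The procedures were tested on simulated data. For the search for candidate regions, 200 losses or gains of 3 probes and 0.8 in log2 ratio were placed in simulated F1 mice over 165988 probes. Of these, 197 were found, with 0 other candidates. The simulated noise was independent between probes and arrays and held no losses shared between mice. The 0 therefore says little about false candidates in the real data. The planted change was larger than the mean changes in the chromosome 4 and chromosome 8 intervals described below, and smaller changes were not simulated. For limma, 200 of 165022 probes were changed by 0.5. The comparison of F1 mice with parents found 181 of them and 10 other probes, and the comparison of the family with the reference found 199 and 16 other probes.

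The rules for positive probes, regions and candidates, the tests and most alternatives were fixed before the data were examined. The alternatives were a threshold of 0.8, the mean of the 2 arrays in place of both, normexp background correction with an offset of 50, no centring, loess, the deposited value table, a filter on dim probes, other rules for joining probes, each dye alone and leaving out each mouse. Normexp was run on median signals, and mean signals were not used here. Scan day as a block, the chromosome 8 interval, the chromosome 2 comparison, the count without the chromosome 4 interval and the share with shared parental regions counted once were chosen after seeing the data. The regions named are the candidate de novo regions and, in each limma comparison, the 5 runs of probes past the threshold with the most probes. The chromosome 4 and chromosome 8 intervals are described as a whole and were chosen after their values were seen. A region of loss of the dam on chromosome 3 was also named after its values were seen.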

Results

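The copy number profiles of 1 sire, 1 dam and 7 F1 mice of a non-irradiated family were measured against 1 male reference mouse. Each of the 9 mice had 2 dye-swap arrays with 165988 autosomal probes. The probes lay in clusters, with a median distance of 81 bp between neighbouring probe starts within a cluster. Median processed signals ranged from 905 to 929 in Cy3 and from 888 to 929 in Cy5. The log2 ratio of the mouse to the reference had an SD over probes of between 0.09 and 0.13 per mouse after averaging the 2 arrays. The part that changed sign with the dye had an SD of between 0.12 and 0.15.

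Sex-linked probes were used to check the labels and the direction of the ratios, since the reference was a male. The mean log2 ratio of the 48 X-linked probes was -0.0078 in the sire and 0.80 in the dam, with an SD between probes of 0.08 and 0.20. The dam exceeded the sire by 0.81. The same difference was 0.81 on the arrays with the mouse in Cy3 and 0.80 on the arrays with the mouse in Cy5. It was lowest under normexp background correction, at 0.72. The mean of the 3 Y-linked probes was 0.025 in the sire and -1.68 in the dam. The 3 probes of the dam differed widely, at -3.63, -1.13 and -0.27. Among the F1 mice, the X-linked mean was 0.00080 in replicate 1, 0.02 in replicate 2, -0.0038 in replicate 3 and 0.0019 in replicate 4. It was 0.76 in replicate 5, 0.78 in replicate 6 and 0.68 in replicate 7. The Y-linked mean of these last mice was -1.52, -1.53 and -1.33.

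**Figure D1:**
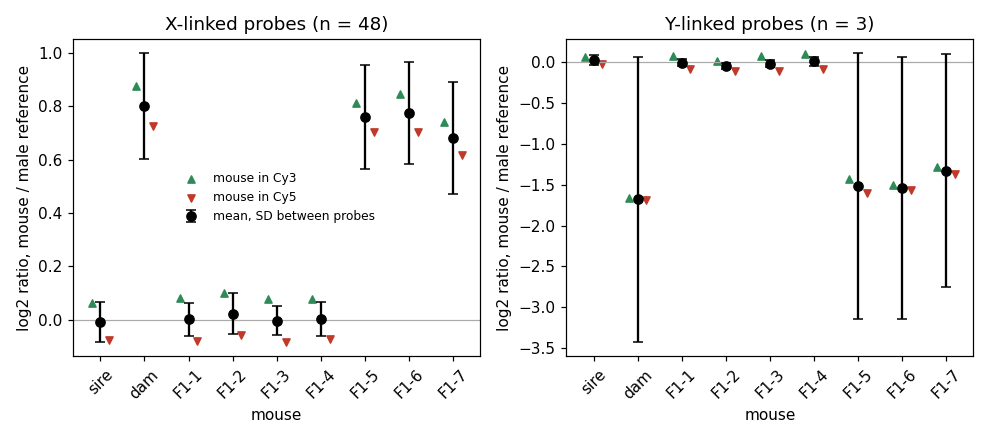
Mean log2 ratio of the mouse to the male reference (vertical axes) over 48 X-linked probes (left) and 3 Y-linked probes (right) for each mouse (horizontal axes), with F1-1 to F1-7 for F1 replicates 1 to 7. Circles and bars are the mean and SD between probes and triangles the single arrays; the dam lies at 0.80 and the sire near 0 on the X-linked probes.

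The first question was how many probes differed from the reference in each mouse. Over the 9 mice, 6440 positive probes were found, 4931 losses and 1509 gains. Wrong-way probes, which measure dye bias, numbered 1203. They are no error rate for losses or gains, because dye bias alone turns the 2 arrays of a mouse opposite ways. The number of positive probes ranged from 2063 with a threshold of 0.8 to 10211 when the mean of the 2 arrays had to pass 0.5. The sire had 911 losses and 784 gains, and 77 wrong-way probes. The dam had 1140 losses and 15 gains, and 68 wrong-way probes. The F1 mice had 411 ± 215 losses and 101.4 ± 16.8 gains (SD, n = 7), and 151 ± 62 wrong-way probes. F1 replicate 2 had 868 losses, and the other F1 mice had between 250 and 451. Between 72 and 122 of the gains of an F1 mouse lay in the chromosome 4 interval described below.

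**Figure D2:**
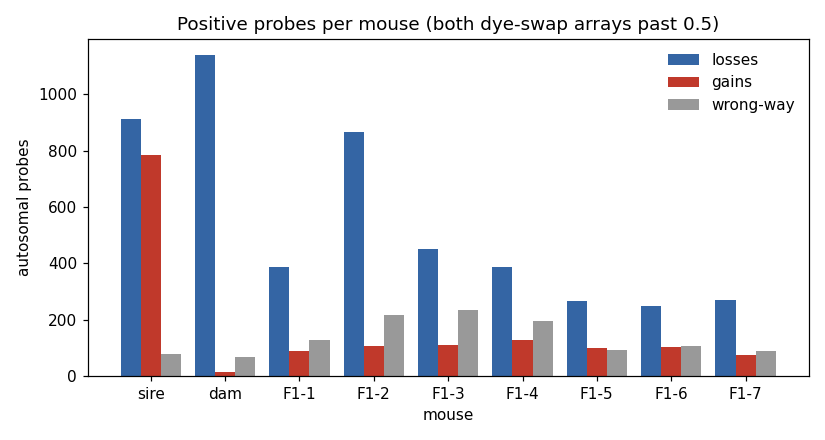
Number of positive autosomal probes (vertical axis) in each mouse (horizontal axis), with F1-1 to F1-7 for F1 replicates 1 to 7. Bars are losses, gains and wrong-way probes; the dam has the most losses (1140) and the sire the most gains (784).

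Positive probes formed 627 regions over the 9 mice, 420 losses and 207 gains. Wrong-way probes joined by the same rule formed 37 regions. The count ranged from 132 when 3 positive probes were asked for to 1317 when the mean of the 2 arrays had to pass 0.5. The sire had 90 regions of loss and 62 of gain, and the dam 121 of loss and 0 of gain. The F1 mice had 50.6 ± 29.6 regions each (SD, n = 7), from 32 in replicate 7 to 115 in replicate 2.

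The second question was how much of what was called in the parents was also seen in the offspring. Of 273 parental regions, 258 held a positive probe of the same sign in at least 1 F1 mouse, a share of 94.5% (95% Wilson interval 91.1% to 96.6%). A region was counted for each parent, and 63 regions of the sire shared a probe with a region of the dam. With shared regions counted once, the share was 92.9% of 210 (95% Wilson interval 88.6% to 95.6%). The regions are not independent of each other, so the intervals understate the error. The share fell to 27.7% with a threshold of 0.8 and to 78.0% without F1 replicate 2. It was 98.9% of 90 losses and 82.3% of 62 gains of the sire, and 97.5% of 121 losses of the dam. The median number of F1 mice per parental region was 3. The losses of both parents lay on all 19 autosomes. At the 911 probes lost in the sire, the mean log2 ratio was -0.79 in the dam. It was -0.54, -0.78, -0.56 and -0.55 in F1 replicates 1 to 4, and -0.06, 0.08 and -0.12 in F1 replicates 5 to 7. The 2 arrays of a mouse differed there by an SD of at most 0.05. At the 258 probes lost in the dam with a sire mean above -0.25, the mean was -1.48, -1.46 and -1.46 in F1 replicates 5, 6 and 7. It was between -0.04 and 0.0014 in F1 replicates 1 to 4. Of these probes, 143 lay on chromosome 3. There the mean was -1.80 in the dam and -1.81, -1.81 and -1.71 in F1 replicates 5, 6 and 7. A single region of loss of the dam on chromosome 3, from 25416456 to 25456288, held 137 positive probes. It held a positive probe in 3 F1 mice.

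On chromosome 8, a loss of the dam spanned 1.71 kb from 102356141 to 102357849 and held 17 probes. The mean log2 ratio was -0.67 in the dam and -0.02 in the sire. In F1 replicates 2, 4, 5 and 7 it was -0.63, -0.70, -0.68 and -0.64. In F1 replicates 1, 3 and 6 it was -0.0022, 0.0012 and 0.0195. The dye-swap arrays of a mouse differed by an SD of at most 0.06, and the SD between probes of the mice with the loss lay between 0.29 and 0.34. The next probe, at 102357937, was also low, at -0.41 in the dam and -0.22, -0.53, -0.61 and -0.34 in F1 replicates 2, 4, 5 and 7. The probe after it, at 102357968, was raised, at 0.37 in the dam and 0.34, 0.37, 0.33 and 0.23 in these F1 mice. It was at most 0.13 in the other mice.

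**Figure D3:**
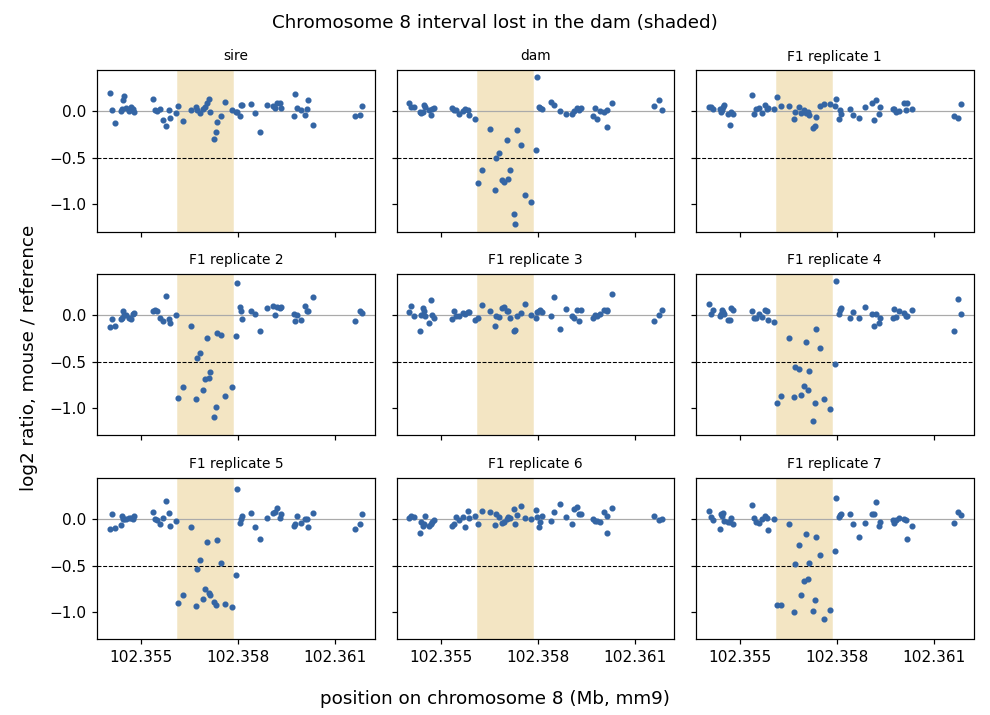
Log2 ratio of the mouse to the reference (vertical axes) against position on chromosome 8 in Mb on mm9 (horizontal axes), 1 panel per mouse. Points are probes, the mean of 2 dye-swap arrays; shading marks the 1.71 kb interval lost in the dam, with the threshold at -0.5 as a dashed line, and F1 replicates 2, 4, 5 and 7 lie low as the dam does.

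On chromosome 4, 782 of the 784 gains of the sire lay between 101109089 and 101270967, an interval of 162 kb with 1358 probes. The mean log2 ratio over all of these probes was 0.63 in the sire, with an SD between probes of 0.31, and -0.0066 in the dam. The 7 F1 mice lay between the parents at 0.33 ± 0.02 (SD, n = 7), from 0.31 to 0.35. This lies below the threshold, so that between 5.30% and 8.98% of the probes were positive in an F1 mouse, in 13 to 31 separate regions.

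**Figure D4:**
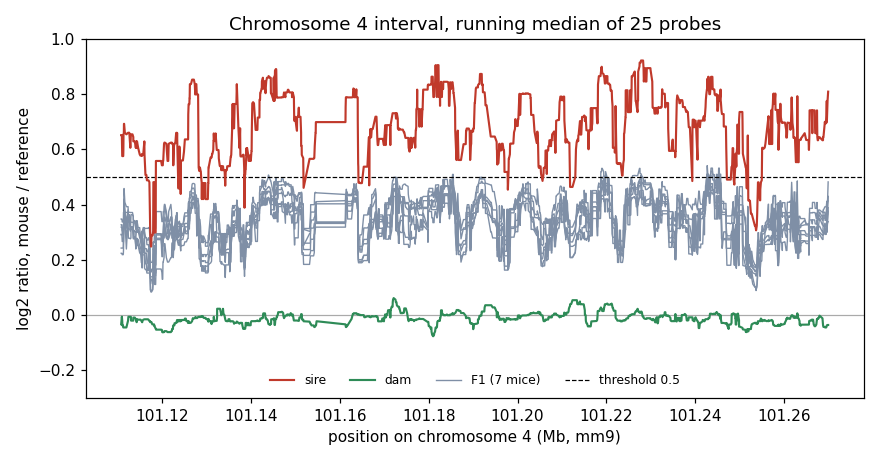
Log2 ratio of the mouse to the reference (vertical axis), as a running median of 25 probes, against position on chromosome 4 in Mb on mm9 (horizontal axis). Lines are the sire, the dam and 7 F1 mice, and the dashed line is the threshold of 0.5; the F1 lines lie between those of the sire (mean 0.63) and the dam (mean -0.0066).

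The third question was which regions of the F1 mice were absent from both parents. There were 4 candidate de novo regions, 3 losses in F1 replicate 2 and 1 gain in F1 replicate 6. The other 5 F1 mice had 0. Random pairings of arrays from different F1 mice gave a median of 2 candidates and at most 3. The count was most changed by leaving out the sire, which raised it to 159, and the dam, which raised it to 55. Without F1 replicate 2 it was 1. When the mean of the F1 mouse also had to lie at least 0.5 beyond that of each parent, 0 candidates were left.

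The candidate with the most positive probes was a loss on chromosome 12 from 100883000 to 100883486, with 4 positive of 6 probes. Its mean over the positive probes was -0.64 in F1 replicate 2, -0.30 in the sire and -0.22 in the dam. The other 8 mice had a mean of -0.30 ± 0.10 (SD, n = 8). The loss on chromosome 2 from 126501011 to 126501489 spanned 479 bp and had 2 positive of 4 probes. Its mean was -0.68 in F1 replicate 2, with -0.71 on the array with the mouse in Cy3 and -0.65 on the other. It was -0.22 in the sire and -0.22 in the dam, and the other 8 mice had -0.20 ± 0.07 (SD, n = 8), from -0.32 to -0.09. The difference over the 2 positive probes was -0.49, but it carries no p-value because the region was picked from the values of this mouse. At the 2 other probes F1 replicate 2 had -0.26 and -0.52, against means of -0.17 and -0.25 in the other 8 mice, a smaller gap. The probe just before the region, at 126500961, was not positive but was low in F1 replicate 2. It had -0.43 there, against a mean of -0.04 in the other 8 mice. The probe just after the region, at 126501819, had 0.02 in F1 replicate 2 and a mean of -0.01 in the others. The loss on chromosome 1 from 56061884 to 56061974 had 2 positive probes, with a mean of -0.63 in F1 replicate 2, -0.48 in the sire and -0.58 in the dam. The F1 mouse minus the sire was -0.15 and minus the dam -0.05, and the parents were close to the threshold. The gain on chromosome 4 from 101175993 to 101176112 had 2 positive probes, with a mean of 0.57 in F1 replicate 6, 0.60 in the sire and 0.08 in the dam. It lay inside the interval gained in the sire.

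**Figure D5:**
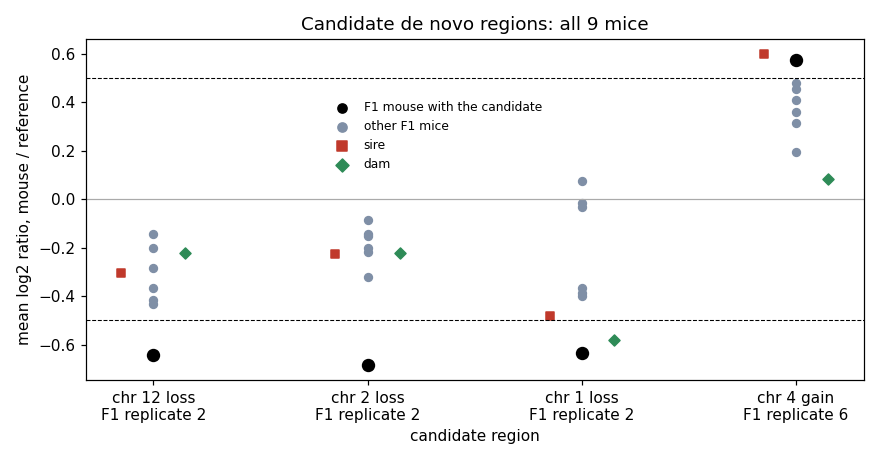
Mean log2 ratio of the mouse to the reference (vertical axis) over the positive probes of each of the 4 candidate de novo regions (horizontal axis). Points are the 9 mice, with the F1 mouse that has the candidate in black; dashed lines mark 0.5 and -0.5, and the sire or dam lies beyond 0.5 or -0.5 on average at the candidates on chromosomes 1 and 4.

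The F1 mice were then compared with the parents probe by probe. With limma, 0 of 165022 probes passed an adjusted p of 0.05, and 7580 had an unadjusted p under 0.05. The count was 0 with slide as a random block and with scan day as a fixed block. With the sire left out it was 965 and with the dam left out 758, where the lone parent was assumed to vary like the F1 mice. The 2 parents were on a slide of their own.

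Compared with the reference, 8898 of 165022 probes (5.39%) differed in the family by limma, 3400 higher and 5498 lower. Only 582 of them differed by more than 0.5. With the array of 1 dye alone, the count rose to 108382 with the mouse in Cy5 and to 104923 with the mouse in Cy3. The count fell to between 2552 and 5407 when the sire, the dam or any of F1 replicates 1 to 4 was left out. The excess of lower probes depended on the mice. Without the sire, 2095 probes were higher and 1784 lower. Higher probes also outnumbered lower ones when any 1 of F1 replicates 1 to 4 was left out. Lower probes stayed ahead without the dam or any 1 of F1 replicates 5 to 7. The 5 runs with the most probes all lay inside the chromosome 4 interval. The longest run had 388 probes from 101204905 to 101249675, a mean difference of 0.37 with a mean SE of 0.05, and a smallest adjusted p of 0.0013 by limma. In this run 9 of 9 mice lay on the higher side of 0, the dam among them although its mean over the whole interval was -0.0066. The probes of a run were picked for a high mean over mice that included the dam, so its sign there is no evidence of a gain in the dam. The other runs had 249, 214, 155 and 58 probes and mean differences from 0.33 to 0.38, with 8 of 9 mice on that side in the runs of 155 and 58 probes.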

Values the study reported

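The study listed 1 deletion that was new in an offspring of this family. It was in the male mouse 0mGyV2, had an estimated size of 461 bp and lay on chromosome 2 at 126,675,275 to 126,675,736 on the genome build GRCm38, in the gene Gabpb1. It had 1 positive probe on the first array and 2 on the second array. The deletion was among the changes that also passed the study's quantitative PCR. By the number in its name, this mouse is F1 replicate 2.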

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

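The tests on dim probes, on random pairings of arrays and on windows with a like prediction were written down before their results were seen, and the other tests in this part after. Among 14 sets of values of the 7 F1 mice, 4 had a mouse far from the others, all of them F1 replicate 2. Chance alone does this in about 1 of 20 sets, but the sets are not independent because most of them count losses of the same mouse. F1 replicate 2 had 868 losses, with the next mouse at 451, and 97 regions of loss, with the next at 27. It had 3 candidate de novo regions, with the next at 1. Its mean of -0.68 at the chromosome 2 candidate, with the next at -0.32, is no evidence of its own, because the region was called for being low in this mouse.

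The losses of this mouse are mostly losses it shares with the parents, scattered over 19 autosomes. Loci on different chromosomes are inherited separately, yet at the probes lost in the sire the profile over the 7 F1 mice was nearly the same on every chromosome, with a median correlation of 0.997 over 171 pairs of chromosomes. This argues against separately inherited deletions. Slide, scan day and sex cannot be the whole cause of the excess of F1 replicate 2, since F1 replicate 1 shared its slide, its scan day and a Y-linked mean near 0, and had 388 losses, within the 250 to 451 of the F1 mice other than replicate 2. At the probes lost in the sire F1 replicate 2 lay at -0.24 from F1 replicate 1. For the division of the mice into low and near 0, slide and scan day stay open. The level went with scan day in 9 of 9 mice, from -0.79 to -0.54 on days 1 and 2 and from -0.12 to 0.08 on day 3. Sex of the animal stays open there too. In the F1 mice the low level went with the Y-linked signal, as it did with scan day, while the dam, at -0.79, goes against it but is 1 mouse. Dim probes are not the whole cause, because 90.2% of these probes were well above background on all arrays. The probes were dimmer than the rest, with a median reference log2 signal of 8.93 against 9.85, and 97.1% of all autosomal probes were well above background, so a part played by dimness stays open. Probes of 60 bases, the longest of the design, made up 88.9% of these probes against 51.9% of all autosomal probes. A candidate explanation is therefore a lower yield of the kind of sequence that needs long probes, such as AT-rich sequence, in some DNA samples. Probe sequences were not used here, and the state of the DNA was not tested. No other biological explanation was tested.

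For the 3 candidate losses of F1 replicate 2, its ratio was predicted from the other 8 mice over all probes. At the chromosome 1 candidate, 135 of 821 windows with a like prediction lay as low, so the scattered losses may account for it. At the chromosome 2 candidate 2 of 3041 windows did, and at the chromosome 12 candidate 0 of 1735 windows did. These regions were picked for being low, so some window had to be the lowest. From these values alone, standing apart from the scattered losses cannot be told apart from that choice. For chromosome 2 there is outside evidence, since the study listed a deletion on this chromosome in this mouse that passed quantitative PCR. Its position is on another genome build and was not converted, so whether it is the same locus was not tested. Noise of single F1 arrays is argued against as the source of all 4 candidates together, since 0 of 100 random pairings of F1 arrays gave as many. The pairings gave up to 3, so they do not clear any single candidate. Arrays of the parents were not re-paired, so noise in them was not tested. The dam lay at -0.58 at the chromosome 1 candidate and the sire at 0.60 at the chromosome 4 candidate, past the threshold on average but not called.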

How the results depend on the processing

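Scan day as a block, the chromosome 2 comparison, the count without the chromosome 4 interval and the share with shared parental regions counted once (92.9%) were chosen after seeing the data. No centring, the deposited value table, loess and the filter on dim probes left the counts of positive probes, regions and candidates within 1.5 times the values above, as did normexp except for candidates. Under loess 2 of the 5 candidates overlapped those above. No result changed sign, but the balance of higher and lower probes against the reference changed with the mouse left out. The comparison over the probes of Gabpb1 was not run.

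With a threshold of 0.8 there were 2063 positive probes, 170 regions, 8 candidates and a share of parental regions of 27.7%. None of these 8 overlapped the 4 candidates above, and 4 lay in the chromosome 8 interval, at probes where the dam was not past 0.8 on both arrays. With the mean of the 2 arrays there were 10211 positive probes, 1317 regions and 8 candidates, of which 2 overlapped those above. Normexp gave 1 candidate, a share of 90.5% and an X-linked difference of 0.72. No centring gave an X-linked difference of 0.80, a move larger than the SD of the dye-swap arrays, which was small at 0.0077. Joining probes at most 1 position apart gave a share of 85.5%. Asking for at least 3 positive probes gave 132 regions, 1 candidate and 89.6%, since fewer runs can qualify. Asking for 0.5 beyond each parent left 0 candidates. Leaving out the chromosome 4 interval left 3. Apart from the rules by construction, the cause was not tested.

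Leaving out 1 mouse at a time gave from 1 to 159 candidates. The sire decided 145 gains in the chromosome 4 interval among the 159, and the count was 55 without the dam and 1 without F1 replicate 2. The share of parental regions was 78.0% to 97.5%, the low value without F1 replicate 2.

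The count of probes that differed between F1 mice and parents was 0 under all 10 other settings, and from 0 to 965 when mice were left out. It was above 0 only without the sire (965) or without the dam (758). The count against the reference was 582 with a difference over 0.5, 108382 with the mouse in Cy5 only and 104923 with the mouse in Cy3 only, where dye bias is not balanced. It was 2552 to 13032 with a mouse left out. Without the sire it was 3879 and without the dam 5407, and without F1 replicates 1, 2, 3 or 4 it was 2831, 2870, 2552 or 2904. Slide as a random block gave 9447.

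The chromosome 2 difference was -0.56 with the mouse in Cy5 and -0.41 with the mouse in Cy3, and between -0.49 and -0.45 under normexp, no centring, loess and the value table. The region was called as a candidate under neither normexp nor the 0.8 threshold, nor with probes at most 1 position apart or at least 3 positive probes. Signal over background was not limiting for most probes, since 97.1% of autosomal probes were well above background on all arrays.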

Other observations

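The count of splits was planned, and all other tests in this part were chosen after the result was seen. The values are given per mouse, and the F1 mice are not grouped.

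The 258 probes lost in the dam and near 0 in the sire were low in F1 replicates 5, 6 and 7 on 18 of 19 chromosomes. They were spread unevenly, with 143 of them on chromosome 3, so their mean rests largely on that chromosome. Separately inherited deletions from the dam would not give the same carriers on unlinked chromosomes. The exception was chromosome 8, where the 1.71 kb interval described above adds probes with other carriers. In 7 of 7 F1 mice the level at these probes went with the Y-linked probes. F1 replicates 5, 6 and 7 were also the F1 mice scanned on day 3, so among the F1 mice scan day stays open. The dam, at -1.48 and scanned on day 1, goes against scan day. The dam is 1 mouse, however, and the probes were picked for being low in it. A candidate explanation is that these probes also bind copies of their sequence on the Y chromosome, so that mice without a Y chromosome lose signal against the male reference. Such probes would be called as inherited losses by the rule used here. The Y-linked copies were not searched for.

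The chromosome 8 loss of the dam may be a deletion of 1 copy passed on to some offspring. Of 7 F1 mice, 4 lay below -0.5 and 3 within 0.1 of 0, with none between. Slide as the whole cause is argued against because all 4 slides with 2 mice held 1 mouse with the loss and 1 near 0. The scattered losses cannot account for it, because F1 replicate 5, which was near 0 at the probes lost in the sire, was at -0.68 here. Y-linked copies cannot either, because F1 replicate 6 was at 0.0195. A deletion of 1 copy alone does not account for the raised probe at 102357968 in the same mice. With 1 dam and 7 F1 mice the deletion stays a hypothesis, and no second method was used here.

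The gain on chromosome 4 of the sire does not look like poor DNA, since only 2 of the sire's positive gains lay outside the interval. A single extra copy in the sire would put each F1 mouse at the sire's level or at 0, but the highest F1 mean lay at -0.28 from the sire. The F1 mean was 0.524 times that of the sire, against 0.585 for 3 over 2 copies relative to 4 over 2 copies. This is consistent with 2 extra copies in the sire and 1 in each F1 mouse, as a hypothesis. The candidate gain of F1 replicate 6 may be passed on by the sire, whose mean there was 0.60. The threshold of 0.5 is above the mean of the F1 mice in this interval, so a gain of 1 copy is called in pieces.

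F1 replicate 7 had a weaker Y-linked ratio than F1 replicate 5, by 0.19, and a lower X-linked one, with a difference of -0.08. Male DNA mixed into the sample could do this, and would make the 258 probes lost in the dam less negative. Over all of them F1 replicate 7 minus F1 replicate 5 was 0.014, against 0.18 for the mixture that the Y-linked mean implies. On chromosome 3, with 143 of these probes, the difference was 0.10. On the 18 other chromosomes F1 replicate 7 was less negative on 3 and more negative on 15. Only 3 Y-linked probes were measured, and at 1 of them F1 replicate 7 was lower than F1 replicate 5, at -0.27 and -0.17. Most of these values go against mixing as the whole cause, but the probes go both ways and it stays open.

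In the comparison of F1 mice with parents, the 36 splits of the 9 mice into 7 and 2 gave 0 or 1 probe past the threshold. The real split gave 0, so all 36 have at least as many by construction, and the count of splits decides nothing there.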
